# H2A monoubiquitination in *Arabidopsis thaliana* is generally independent of LHP1 and PRC2 activity

**DOI:** 10.1186/s13059-017-1197-z

**Published:** 2017-04-12

**Authors:** Yue Zhou, Francisco J. Romero-Campero, Ángeles Gómez-Zambrano, Franziska Turck, Myriam Calonje

**Keywords:** Polycomb group repression mechanism, PRC1, PRC2, H2AK121ub, H3K27me3, *Arabidopsis thaliana*

## Abstract

**Background:**

Polycomb group complexes PRC1 and PRC2 repress gene expression at the chromatin level in eukaryotes. The classic recruitment model of Polycomb group complexes in which PRC2-mediated H3K27 trimethylation recruits PRC1 for H2A monoubiquitination was recently challenged by data showing that PRC1 activity can also recruit PRC2. However, the prevalence of these two mechanisms is unknown, especially in plants as H2AK121ub marks were examined at only a handful of Polycomb group targets.

**Results:**

By using genome-wide analyses, we show that H2AK121ub marks are surprisingly widespread in *Arabidopsis thaliana*, often co-localizing with H3K27me3 but also occupying a set of transcriptionally active genes devoid of H3K27me3. Furthermore, by profiling H2AK121ub and H3K27me3 marks in *atbmi1a/b/c*, *clf/swn*, and *lhp1* mutants we found that PRC2 activity is not required for H2AK121ub marking at most genes. In contrast, loss of AtBMI1 function impacts the incorporation of H3K27me3 marks at most Polycomb group targets.

**Conclusions:**

Our findings show the relationship between H2AK121ub and H3K27me3 marks across the *A. thaliana* genome and unveil that ubiquitination by PRC1 is largely independent of PRC2 activity in plants, while the inverse is true for H3K27 trimethylation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1197-z) contains supplementary material, which is available to authorized users.

## Background

Polycomb group (PcG)-mediated epigenetic marks contribute to maintain the transcriptionally repressed state of genes involved in important cellular and developmental processes in eukaryotes [1, 2]. PcG proteins are found in two major protein complexes, Polycomb repressive complex 2 (PRC2), which has histone H3 lysine 27 (H3K27) tri-methyltransferase activity [3], and PRC1, which has histone H2A E3 ubiquitin ligase activity [4] as well as other non-enzymatic functions critical for chromatin compaction [5].

Vertebrate PRC2 comprises EZH2 (or its closely related EZH1), which is the catalytic subunit, EED, SUZ12, and RBBP46 (or RBBP48) [6, 7]. Homologs of these components are also found in *Drosophila* [6, 7] and plants [8–10]. In *Arabidopsis thaliana* PRC2 encompasses the EZH2 homologs CURLY LEAF (CLF) [11], SWINGER (SWN) or MEDEA (MEA) [12, 13], the SUZ12 homologs EMBRYONIC FLOWER 2 (EMF2) [14], VERNALIZATION 2 (VRN2) or FERTILIZATION INDEPENDENT SEED 2 (FIS2) [15, 16], the EED equivalent FERTILIZATION INDEPENDENT ENDOSPERM (FIE) [17], and the RBBP46/48 homolog SUPPRESSOR OF IRA 1 (MSI1) [18]. While CLF and SWN are the catalytic subunits of the different combinational PRC2s acting during sporophyte development [12], MEA confers enzymatic activity to the complex during gametophyte and early seed formation [19, 20].

The vertebrate PRC1 E3 monoubiquitin ligase module comprises RING1B (or RING1A) and one of the six Polycomb RING finger (PCGF) proteins, while the one in *Drosophila* is constituted by dRing and Psc, Su(z)2, or L(3)73 Ah [7, 21]. The E3 monoubiquitin ligase module can associate with PHC1/2/3 and CBX2/4/6/7/8 (Ph and Pc, respectively, in *Drosophila*) to constitute canonical PRC1s or with other subunits to form variant PRC1s [6, 7]. In *A. thaliana* the module includes one of three AtBMI1s (AtBMI1A/B/C) and AtRING1A or AtRING1B [22–24]. Besides these conserved subunits, there are plant-specific proteins that participate in PcG-mediated gene repression, playing a role that is not yet well-defined [25, 26]. Such is the case of LIKE HETEROCHROMATIN PROTEIN 1 (LHP1), which has been proposed to be the functional equivalent to vertebrate CBX proteins or *Drosophila* Pc due to its ability to bind H3K27me3 [27, 28] and interact with other PRC1 components [22, 29, 30]; however, it also co-purifies with PRC2 [31, 32].

Since the identification of PcG proteins, an immense amount of biochemical work has focused on understanding the PcG repression mechanism. A major issue has been to determine the sequence of events. The recruitment of PcG complexes to specific targets in animals has been widely thought to occur in two steps: first PRC2 incorporates H3K27me3 at a specific gene, and then the PRC1 complex is recruited by its ability to bind to H3K27me3 to mediate H2A monoubiquitination [33]. This classic hierarchical model was also adopted by the plant field despite very limited supporting evidence. However, recent results indicate that PRC1 recruitment may occur via H3K27me3-dependent and -independent mechanisms [34] and, furthermore, that PRC1, in some cases, recruits PRC2 [24, 35–37]. The prevalence of these possible mechanisms is unclear, especially in plants, as H2AK121ub marks have been examined at only a handful of PcG targets and the interdependence of PRC1 and PRC2 remains an unanswered key question.

Our genome-wide chromatin data in PcG mutants in *A. thaliana* revealed that PRC2 activity and H3K27me3 marking do not act upstream of H2A monoubiquitination in the regulation of most genes, which strongly argues against the classic model for PcG mark deposition as the prevailing mechanism. Furthermore, LHP1 is fully dispensable for H2A monoubiquitination, indicating that a non-canonical PRC1 is responsible for all H2AK121 monoubiquitination in *A. thaliana* and that this complex can find target regions independently of H3K27me3. In contrast, the activity of this non-canonical PRC1 is required for H3K27me3 coverage at the majority of PcG target loci since these display reduced levels of both H2AK121ub and H3K27me3 in *atbmi1a/b/c* mutants*.*

## Results and discussion

### H2AK121ub marks are widely distributed in the *A. thaliana* genome, often co-localizing with H3K27me3

To investigate the sequence of events in *A. thaliana* PcG mark deposition, we first mapped the genome-wide localization of H2AK121ub and H3K27me3 marks in wild-type Columbia-0 (Col-0, WT) seedlings 7 days after germination (DAG) by chromatin immunoprecipitation followed by sequencing (ChIP-seq). We found that H2AK121ub marks were surprisingly widespread in *A. thaliana* as 14,088 genes were associated with these, whereas 6843 were H3K27me3 marked (Additional file 1: Figure S1; Additional file 2: Dataset S1). Since the number of H2AK121ub peaks was unexpectedly high, two different peak-calling methods were employed, which generated largely identical results (Additional file 1: Figure S2). Widespread localization of H2AK118ub marks has also been recently reported in animals, where the impact of this modification at most loci is not yet understood [21]. Distribution analysis of H2AK121ub and H3K27me3 peaks across the genome and metagene analysis showed that both marks were generally targeted to gene regions (Fig. 1a, b); however, H3K27me3 peaks were significantly longer than H2AK121ub peaks (*p* value of 2.2 × 10^–16^ according to Wilcoxon test), covering on average 1.7 kb and 0.6 kb, respectively (Additional file 1: Figure S3). Using a random permutation test, we found that the overlap of H2AK121ub and H3K27me3 peaks with the promoter and different gene regions was significant (Bejamini–Hochberg corrected *p* values of the order of 10^–3^); however, while 80% of the H2AK121ub-marked genes presented a peak overlapping with their first exon (Fig. 1a), a similar percentage of H3K27me3-marked genes presented a peak overlapping with the promoter, 5′ UTR, first exon, and gene body (Fig. 1a), indicating that the majority of H3K27me3 peaks occupy genes spreading into their promoter regions whereas H2AK121ub peaks remain centered around the first exon.

**Fig. 1:**
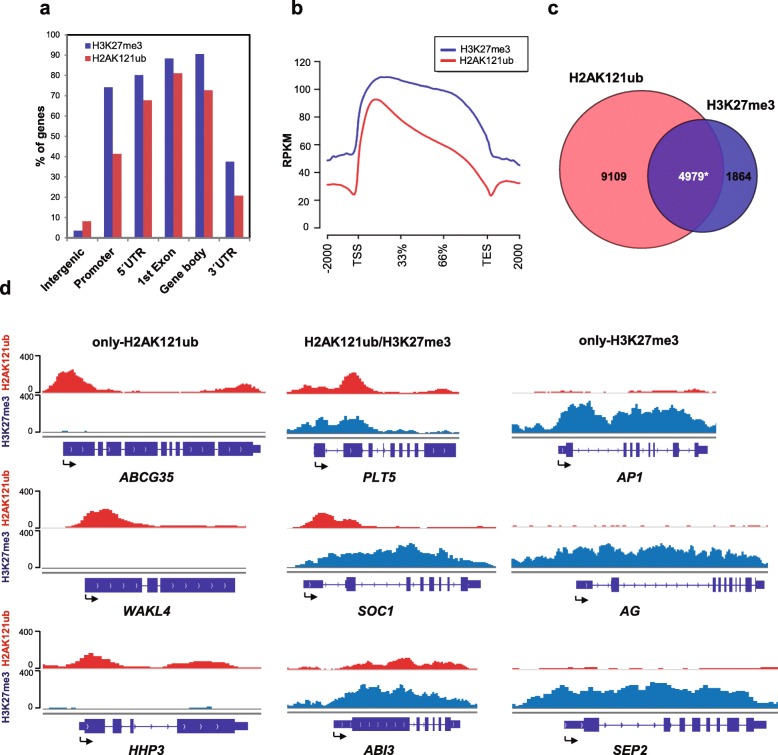
Genome-wide occupancy of H2AK121ub and H3K27me3 marks in *A. thaliana*. **a** Percentage of genes showing H2AK121ub and H3K27me3 peaks at annotated genic and intergenic regions in the *A. thaliana* genome. **b** Metagene plots of H2AK121ub and H3K27me3 coverage at target genes. *TES* transcription end site, *TSS* transcription start site. **c** Overlap between H2AK121ub- and H3K27me3-marked genes in WT at 7 DAG. *Asterisk* indicates significant overlap with *p* value <2.2 × 10^−16^ and odds ratio 1.74 according to Fisher’s exact test. **d** ChIP-seq genome browser views of H2AK121ub and H3K27me3 occupancy at selected genes. Gene structures and names are shown underneath each panel. *Arrows* indicate TSSs

We found that H2AK121ub and H3K27me3 peaks often marked the same genes (H2AK121ub/H3K27me3; 4979 genes); however, a surprisingly high number of genes were also exclusively marked with H2AK121ub (only-H2AK121ub; 9109 genes) and a lower but considerable number of genes were only marked with H3K27me3 (only-H3K27me3; 1864 genes) (Fig. 1c, d; Additional file 2: Dataset S1; Additional file 1: Figure S4). These three differently marked subsets of genes have also been recently reported in animals [21, 38]. To identify possible differences between the two subsets of H2AK121ub-marked genes, we compared H2AK121ub coverage at H2AK121ub/H3K27me3- and only-H2AK121ub-marked genes (Additional file 1: Figure S5). We found higher levels of H2AK121ub in gene bodies of H2AK121ub/H3K27me3- compared to only-H2AK121ub-marked genes (*p* value of 2.2 × 10^–16^ according to Wilcoxon test), suggesting that H3K27me3 has an effect on H2AK121ub distribution.

To determine the transcriptional states of these differently marked genes, we analyzed their steady-state transcript levels by RNA-seq in WT at 7 DAG (Additional file 2: Dataset S1; Additional file 1: Figure S6). 

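RNA-seq counts the fragments of transcripts of all genes in a sample, and it was performed in 2 biological replicates of WT (Col-0) plants at 7 DAG. The authors mapped the reads to the TAIR10 genome with TopHat, assembled transcripts with Cufflinks and deposited the FPKM of each gene in each replicate. FPKM divides the fragments on a gene by the length of its exons and by the mapped fragments of the sample, so genes and samples can be compared, but the counts of fragments behind each value are not in the files analysed here. The files of both replicates listed the same 27086 genes, of which 4549 in replicate 1 and 4693 in replicate 2 had an FPKM of 0. FPKM values summed to 867541 in replicate 1 and to 962183 in replicate 2. The lowest FPKM values move in steps of whole fragments, which gives the relative depth of the samples. Among 956 genes above 0 and below 0.15 FPKM in both replicates, the log2 ratio of replicate 1 to replicate 2 was within 0.05 of -0.38 for 209 genes, while windows of the same width between the steps held 16 and 6 genes. From this peak, replicate 1 was sequenced 1.30 times as deeply as replicate 2, so that its low values are the more precise ones. Expression was joined to the marked genes through the loci in the supplementary datasets. Dataset S1 lists the only-H3K27me3 genes in full, but in the text analysed here its lists of only-H2AK121ub and H2AK121ub/H3K27me3 genes, sorted from the lowest FPKM, stop at 2.34 and 0.336 FPKM. These sets were therefore completed from Datasets S4 and S5, which gave 6600 of the 9109 only-H2AK121ub genes and 4689 of the 4979 H2AK121ub/H3K27me3 genes of the paper. Of these, 6270 and 4429 genes had an FPKM in the files, as did 1561 of the 1864 only-H3K27me3 genes. Each FPKM in Dataset S1 matched the mean of the 2 WT replicates to within 0.0005 FPKM.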

Most of H2AK121ub/H3K27me3 and only-H3K27me3 genes were not expressed or displayed very low expression levels (Fig. 2a), consistent with a repressive nature of these marks. 

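Mean WT expression was below 5 FPKM, the level above which the paper calls a gene expressed, for 3304 of the 4429 H2AK121ub/H3K27me3 genes with an FPKM, or 74.6% (74.6% ± 0.4 over the replicates taken singly; SD, n = 2). It was below 1 FPKM for 2411 of them, or 54.4%, and 931 had an FPKM of 0 in both replicates. The median was 0.64 FPKM, with quartiles of 0.016 and 5.16 FPKM. The only-H3K27me3 genes were lower still. Of 1561 genes, 1378 or 88.3% were below 5 FPKM (88.0% ± 0.4 over the replicates taken singly; SD, n = 2), 1257 were below 1 FPKM, and 805 had an FPKM of 0, so the median was 0. Over all 27086 genes in the files, 31.4% were below 1 FPKM and a further 16.0% between 1 and 5 FPKM. Both sets differed from the only-H2AK121ub genes, of which 3513 were above 5 FPKM and 2757 were not. Compared with H2AK121ub/H3K27me3 genes the odds ratio of expression above 5 FPKM was 3.74 (Fisher's exact test across genes, p = 4.8e-224), and compared with only-H3K27me3 genes it was 9.59 (Fisher's exact test across genes, p = 2.8e-241). Genes are not independent replicates, so these p-values describe the gene sets and not the variation between plants. Because 2509 only-H2AK121ub genes could not be identified and the identified ones lean to low expression, both odds ratios are approximate. The replicates placed 96.6% of H2AK121ub/H3K27me3 genes and 98.5% of only-H3K27me3 genes on the same side of 5 FPKM. Because 290 H2AK121ub/H3K27me3 genes could not be identified, the share below 5 FPKM in this set lies between 70.0% and 76.2% whatever their expression, with identified genes without an FPKM left out. The choice that moved the shares most was the threshold: at 1 FPKM, 54.4% of H2AK121ub/H3K27me3 and 80.5% of only-H3K27me3 genes fell below it. The paper describes the low transcript levels in both sets as compatible with marks of a repressive nature.

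**Figure D1:**
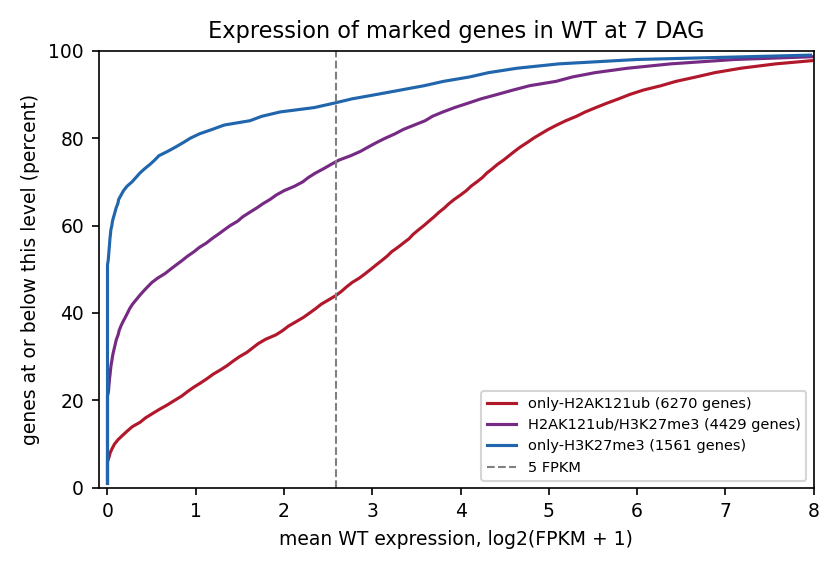
Cumulative percent of genes (y axis) at or below each mean WT expression level (x axis, log2(FPKM + 1)) for the 3 marked sets, with a dashed line at 5 FPKM. At the dashed line the curve of only-H3K27me3 genes stands at 88.3%, that of H2AK121ub/H3K27me3 genes at 74.6% and that of only-H2AK121ub genes at 44.0%.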

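Among the floral organ identity genes, Datasets S1 and S5 place AG, SEP1, SEP2 and SEP3 in the only-H3K27me3 set and AP1, AP3 and PI in the H2AK121ub/H3K27me3 set. AG (AT4G18960, chromosome 4, 10382856 to 10388539 in TAIR10.1) had 0.17 ± 0.08 FPKM in WT at 7 DAG (SD, n = 2). SEP1 (AT5G15800) had 0.467 ± 0.014 FPKM and SEP2 (AT3G02310) 0.0624 ± 0.0008 FPKM (SD, n = 2). SEP3 (AT1G24260) was the exception at 11.8 ± 0.3 FPKM (SD, n = 2), above the level of 5 FPKM. AP1 (AT1G69120) was detected in replicate 1 alone, at 0.074 FPKM, AP3 (AT3G54340) had 0.14 ± 0.15 FPKM and PI (AT5G20240) 1.09 ± 0.32 FPKM (SD, n = 2). GO terms and the list of transcription factor families that the paper used are not in the files analysed here, so families were taken from the product names in the TAIR10.1 annotation, a choice made after the files were seen. MADS box or AGAMOUS-like products made up 22 of 1378 only-H3K27me3 genes below 5 FPKM, or 1.60%, against 0.37% of all other genes in the files (odds ratio 4.33, adjusted p = 6.8e-07 from Fisher's exact test with Benjamini-Hochberg adjustment over 6 tests). The same products were 31 of 3304 H2AK121ub/H3K27me3 genes below 5 FPKM (odds ratio 2.58, adjusted p = 8.1e-05 from the same exact test) and 20 of 2757 only-H2AK121ub genes below 5 FPKM (odds ratio 1.81, adjusted p = 0.042 from the same exact test). Products named as a transcription factor, which is not the family list that the paper used, were 1.45% of H2AK121ub/H3K27me3 genes below 5 FPKM and 1.19% of the other genes (odds ratio 1.23, adjusted p = 0.31 from Fisher's exact test). They were 1.23% of only-H3K27me3 genes below 5 FPKM (odds ratio 1.01, adjusted p = 0.90 from Fisher's exact test) and 1.02% of only-H2AK121ub genes at this level (odds ratio 0.82, adjusted p = 0.43 from Fisher's exact test). Only 330 genes in the files have a product named as a transcription factor, and factors annotated under other names are not counted. These values therefore do not test the enrichment that the paper reports. All 6 tests compared a set with other genes of any expression level, so low expression itself could contribute to the odds ratios. From its own GO terms and families, the paper assigns transcriptional regulation to repressed H2AK121ub/H3K27me3 genes and floral organ identity to repressed only-H3K27me3 genes.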

Gene Ontology (GO) analyses showed that H2AK121ub/H3K27me3-repressed genes were enriched for GO terms related to transcriptional regulation (Fig. 2b), including different families of transcription factors (Additional file 1: Figure S7), while only-H3K27me3-repressed targets showed specific enrichment for floral organ identity genes (Fig. 2c), among which the MADS box transcription factors were significantly overrepresented (Additional file 1: Figure S7). Surprisingly, 60% of only-H2AK121ub genes were non-canonical PcG targets as they were transcriptionally active and predominantly involved in metabolic processes (Fig. 2a, d). 

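Of the 6270 only-H2AK121ub genes that could be identified and had an FPKM, 3513 or 56.0% had a mean WT expression above 5 FPKM. Taken singly, the replicates gave 55.7% ± 0.05 (SD, n = 2), and 96.6% of the genes were on the same side of 5 FPKM in both. In this set 877 genes lay between 5 and 10 FPKM, 2257 between 10 and 100 FPKM and 379 above 100 FPKM, and the median was 6.90 FPKM. The uncertainty from the genes that could not be identified is far larger than that between replicates. With all 2509 of them below or all above 5 FPKM, the share would be 40.0% or 68.6%. The identified genes lean to low expression, because Dataset S1 as analysed here holds the lowest genes of the set. Among the 5592 genes with an FPKM that Dataset S4 lists by their change of H2AK121ub, and not by expression, 62.8% were above 5 FPKM; this subset was chosen after seeing the data. A threshold of 1 FPKM moved the share most, to 76.7%. The paper classes the transcriptionally active genes of this set, and not the whole set, as non-canonical PcG targets.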

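On the other side of the threshold were 2757 of the 6270 identified only-H2AK121ub genes, or 44.0%, with a mean of 5 FPKM or less in WT. Between 1 and 5 FPKM there were 1299 genes, or 20.7%. Below 1 FPKM there were 1458 genes, or 23.3% (23.4% ± 0.6 over the replicates taken singly; SD, n = 2), including 386 with an FPKM of 0 in both. Dataset S1 as analysed here runs from the lowest value up to 2.34 FPKM. Of 4273 identified genes outside it, 102 were below this level. The genes that could not be identified thus probably lie mostly above it, and 23.3% is likely too high for the whole set. Among the only-H2AK121ub genes of Dataset S4, 17.4% were below 1 FPKM. With the 2509 genes that could not be identified all above or all at or below 5 FPKM, and identified genes without an FPKM left out, the share of lowly or not expressed genes would be 31.4% or 60.0%. Counting the identified genes that have no value in the files as 0 FPKM would lower the expressed share from 56.0% to 53.2%.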

The remaining 40% were lowly or not expressed genes involved in diverse cellular processes (Fig. 2a, e). A recent report in humans presented a PRC1 variant that binds and H2A monoubiquitinates genes involved in metabolism that are devoid of H3K27me3 and have a transcriptionally active chromatin profile [38]. A repressive role of H2A monoubiquitination at these genes is possibly overridden by the presence of other chromatin modifications involved in transcription activation or PRC1 might have a role in transcriptional activation, as has been previously proposed [39]. In any case, the distribution of H2AK121ub marks in the two subsets of only-H2AK121ub-marked genes was similar (Additional file 1: Figure S5).

**Fig. 2:**
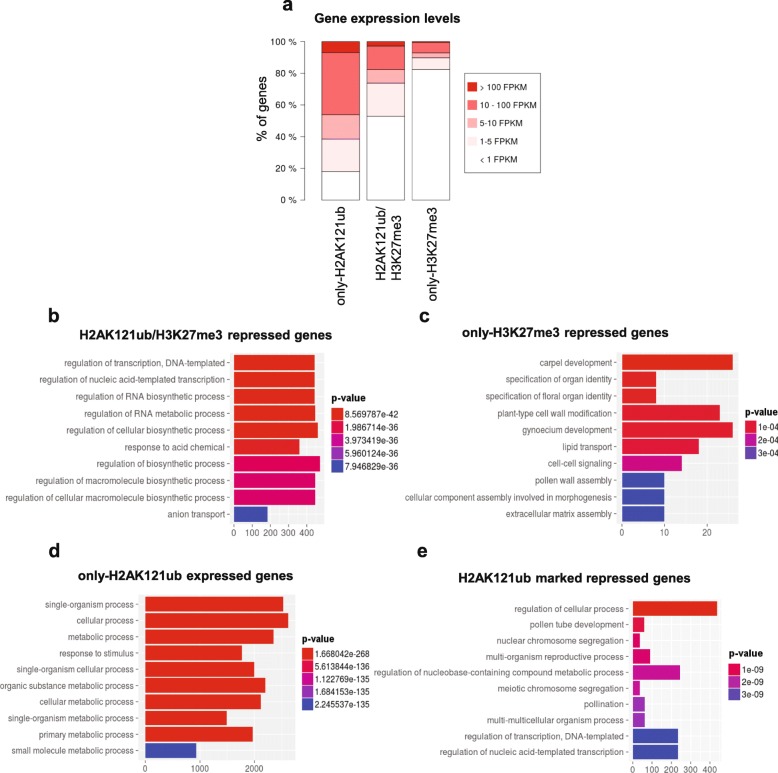
Expression levels of differentially marked genes in *A. thaliana* WT seedlings at 7 DAG. **a** Percentage of genes belonging to different expression level categories for only-H2AK121ub-, H2AK121ub/H3K27me3-, and only-H3K27me3-marked genes. Expression levels are indicated in fragments per kilobase of exon per million fragments mapped (FPKM). **b** Gene ontology (GO) enrichment analysis of H2AK121ub/H3K27me3-repressed genes (below 5 FPKM). **c** GO enrichment analysis of only-H3K27me3-repressed genes. **d** GO enrichment analysis of only-H2AK121ub-marked expressed genes (at least 5 FPKM). **e** GO enrichment analysis of onlyH2AK121ub-repressed genes. Distribution of enriched GO terms into the different “biological process” categories as defined by TAIR. *P* values are indicated by *color*, the number of genes per category is indicated on the *x-axes* for **b**–**e**

### Neither PRC2 activity nor LHP1 function are a major determinant for H2A monoubiquitination in *A. thaliana*

As the classic model of PcG repression in animals proposes that PRC2-mediated H3K27me3 recruits PRC1 that in turn monoubiquitinates H2A [33], we examined whether this model could be supported by experimental data in *A. thaliana*. We compared the genome-wide localization of H2AK121ub in *clf28/swn7* double mutants, in which H3K27me3 marks nearly disappear [40], and WT seedlings at 7 DAG (Additional file 1: Figure S8). A metagene plot of H2AK121ub coverage at target genes showed a significant increase of H2AK121ub in mutants compared to WT (Fig. 3a; *p* value of 2.2 × 10^–16^ according to Wilcoxon test). The same result was obtained when building the density heatmap of H2AK121ub marks in WT and *clf28/swn7* (Additional file 1: Figure S9). When we analyzed the coverage at H2K121ub/H3K27me3 and only-H2AK121ub genes separately (Fig. 3b, c), we found that the global change of H2AK121ub levels in *clf28/swn7* was due to a significant increase in the levels at H2AK121ub/H3K27me3-marked genes (*p* value of 2.2 × 10^–16^ according to Wilcoxon test); nevertheless, this global increase of H2AK121ub levels could not be clearly appreciated by western blot analysis (Fig. 3g; Additional file 1: Figure S9).

**Fig. 3:**
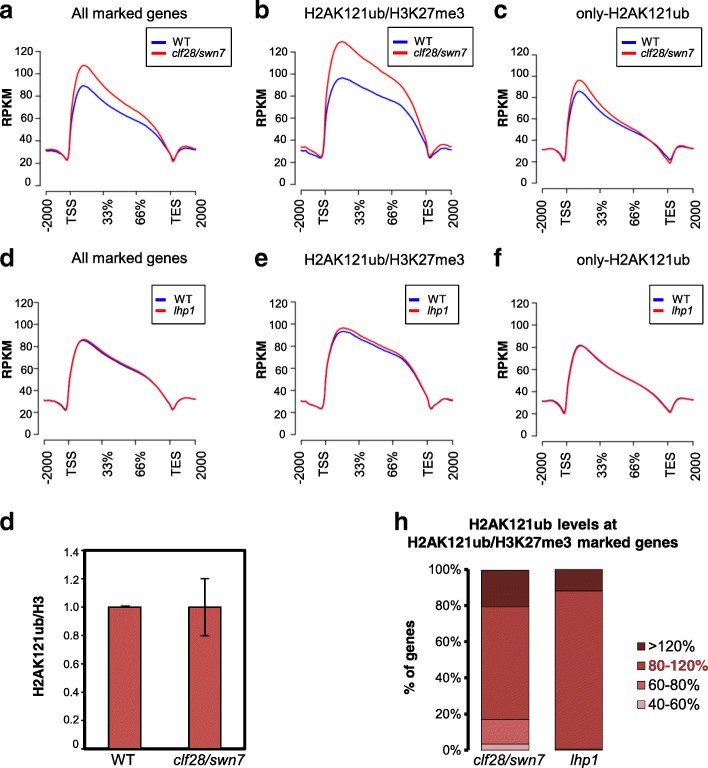
H3K27me3 marks and LHP1 are dispensable for H2AK121ub marking in *A. thaliana*. **a**–**c** Metagene plot showing H2AK121ub coverage at **a** all marked genes, **b** H2AK121ub/H2AK121ub/H3K27me3-marked genes,and **c** only-H2AK121ub-marked genes in WT and *clf28/swn7* mutants. **d**–**f** Metagene plot showing H2AK121ub coverage at **d** all marked genes, **e** H2AK121ub/H2AK121ub/H3K27me3-marked genes, and **f** only-H2AK121ub-marked genes in WT and *lhp1* mutants. **g** Western blot quantification of H2AK121ub levels normalized to H3 levels in *clf28/swn7. Error bars* represent standard deviation among at least three biological replicates (see also Additional file 1: Figure S9). **h** Levels of H2AK121ub marks at H2AK121ub/H3K27me3-marked genes in *clf28/swn7* and *lhp1* mutants compared to WT. Percentage of genes with different levels of the marks is indicated by the *shade of red* (80–120% is considered WT levels)

To further evaluate the extent of the increase in H2AK121ub at target genes, we normalized peak read coverage using robust linear regression computed over common peaks with ±20% change (mutant versus WT) in coverage measured as reads per million mapped (RPM). This constitutes a variation of the MAnorm approach [41] (“Methods”; Additional file 1: Figure S10). The normalized values were then used for quantitative comparison. We found that despite the fact that most H2K121ub/H3K27me3-marked genes showed unaltered or even increased levels in *clf28/swn7*, there was also a small percentage of genes displaying a considerable reduction (Fig. 3h; Additional file 3: Dataset S2), which was validated by ChIP-quantitative PCR (qPCR) analysis (Additional file 1: Figure S11). These data reveal that PRC2 activity is not required for establishing H2AK121ub at most target genes; however, in the absence of this activity the levels of these marks are not appropriately maintained at some genes.

Since the binding of Pc to H3K27me3 marks has been proposed to recruit PRC1 for H2A monoubiquitination [33], we compared the profile of H2AK121ub marks in *lhp1* mutants and WT (Additional file 1: Figure S8). Metagene plots of H2AK121ub coverage at all marked genes or at H2K121ub/H3K27me3- and only-H2AK121ub-marked genes separately did not show differences between *lhp1* mutants and WT (Fig. 3d–f). The same result was obtained when comparing the density heatmap in WT and *lhp1* (Additional file 1: Figure S9). In agreement with this, the levels at H2AK121ub peaks after normalization (Additional file 1: Figure S10) were similar in *lhp1* and WT (Fig. 3h; Additional file 4: Dataset S3). All together, these data indicate that LHP1 is dispensable for H2AK121ub marking in *A. thaliana*.

### The levels of H2AK121ub and H3K27me3 are significantly affected in *atbmi1a/b/c* mutants

AtBMI1 proteins were shown to be involved in H2A monoubiquitination [22–24]; we therefore compared H2AK121ub profiles in WT and *atbmi1a/b/c* triple mutants at 7 DAG (Additional file 1: Figure S12). A metagene plot and heatmap of H2AK121ub coverage at target genes (Fig. 4a; Additional file 1: Figure S13) showed that H2AK121ub levels were significantly decreased in mutants compared to WT (*p* value of 2.2 × 10^–16^ according to Wilcoxon test). A global reduction of H2AK12ub marks was further supported by WB and ChIP-qPCR analyses (Fig. 4g; Additional file 1: Figures S13 and S14). Although both H2AK121ub/H3K27me3- and only-H2AK121ub-marked genes displayed significantly decreased levels (Fig. 4b, c; *p* value of 2.2 × 10^–16^ for both), note that the marks were not completely lost. In addition, the loss of H2AK121ub marks observed in metagene plots was apparently smaller than the one detected by WB analysis. This is in part explained by technical limitations as libraries prepared from *atbmi1a/b/c* mutants yielded less DNA and showed reduced mappability (Additional file 1: Table S1), which likely causes an underestimation of the loss of H2AK121ub levels at peaks after normalization (see “Methods”; Additional file 1: Figure S13). Nonetheless, the in vivo H2A E3 monoubiquitin ligase activity in animals resides in RING1A/B, while BMI1 stimulates this activity [42]; hence, a similar scenario in *A. thaliana* may lead to differential sensitivity of H2AK121ub sites to the loss of AtBMI1 function. To determine to what extent the levels of H2AK121ub were dependent on AtBMI1 activity, we quantified H2AK121ub levels at peaks in the *atbmi1a/b/c* mutant compared to WT after normalization (Fig. 4h; Additional file 5: Dataset S4; see also “Methods” and Additional file 1: Figures S15 and S16). Around 80% of H2AK121ub-marked genes showed reduced levels of H2AK121ub at their associated peaks in *atbmi1a/b/c* mutants (Fig. 4h; Additional file 1: Figure S17) to clearly varying degrees, ranging from less than 20% to 80% of WT levels (Fig. 4h). Therefore, loss of AtBMI1 function impacts the incorporation of H2AK121ub marks to different degrees depending on the gene, suggesting that the stimulating activity of AtBMI1 over AtRING1 is context-dependent.

**Fig. 4:**
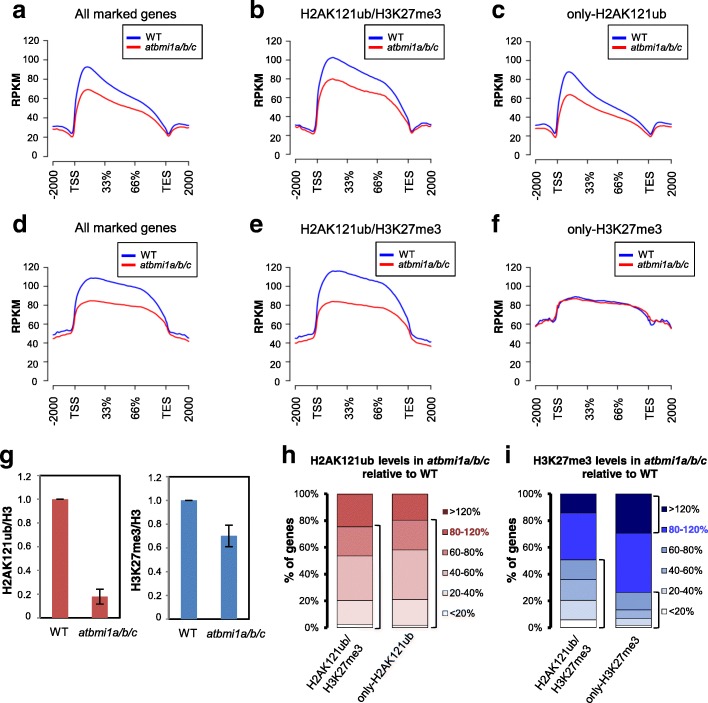
H2AK121ub and H3K27me3 marks are reduced in *atbmi1a/b/c* mutants. **a**–**c** Metagene plot showing H2AK121ub coverage at **a** all marked genes, **b** H2AK121ub/H3K27me3-marked genes, and **c** only-H2AK121ub-marked genes in WT and *atbmi1a/b/c* mutants. **d**–**f** Metagene plot showing H3K27me3 coverage at **d** all marked genes, **e** H2AK121ub/H3K27me3-marked genes, and **f** only-H3K27me3-marked genes in WT and *atbmi1a/b/c* mutants. **g** WB quantification of H2AK121ub and H3K27me3 levels normalized to H3 levels in WT and *atbmi1a/b/c. Error bars* represent standard deviation among at least three biological replicates (see also Additional file 1: Figures S13 and S18). **h**, **i** Percentage of genes retaining different levels of **h** H2AK121ub and **i** H3K27me3 marks at peaks in *atbmi1a/b/c* mutants. H2AK121ub levels are indicated by the *shade of red* and H3K27me3 levels by the *shade of blue* (80–120% is considered WT levels)

Next, we examined whether H3K27me3 marking was affected in *atbmi1a/b/c* mutants by comparing H3K27me3 profiles in WT and mutant plants (Additional file 1: Figure S12). A metagene plot and heatmap of H3K27me3 coverage in WT and *atbmi1a/b/c* mutants (Fig. 4d; Additional file 1: Figure S18) showed a significant reduction in global H3K27me3 levels in the mutants (*p* value of 2.2 × 10^–16^ according to Wilcoxon test), which was confirmed by western blot analysis (Fig. 4g; Additional file 1: Figure S18). A global reduction in levels of H3K27me3 in *atbmi1a/b/c* was correlated with the decrease of the marks at H2AK121ub/H3K27me3 genes (Fig. 4e, f). To further investigate the impact of the loss of AtBMI1 function on H3K27me3 levels, we quantified the changes of the levels at H3K27me3 peaks in *atbmi1a/b/c* mutants (Fig. 4i; Additional file 1: Figures S19 and S20; Additional file 6: Dataset S5). Fifty percent of H2AK121ub/H3K27me3 genes displayed, to some extent, decreased levels of H3K27me3 at their associated peaks in the mutants (Fig. 4i). Furthermore, H3K27me3 peaks were severely reduced at some of these genes, indicating that loss of AtBMI1 function affects the deposition or the maintenance of H3K27me3 marks. We also found that 10% of the genes exhibited increased levels of H3K27me3 marks (Fig. 4i). Increased levels of H3K27me3 have been previously reported at some loci in *atring1a/b* and *atbmi1a/b* double mutants [43]; however, it is not known whether this is a consequence of unbalanced PcG activities or an indirect effect of the global gene misregulation experienced by these mutants [44]. Surprisingly, around 20% of only-H3K27me3 genes showed decreased or increased levels of H3K27me3 marks at peaks in *atbmi1a/b/c* mutants (Fig. 4i; Additional file 6: Dataset S5). It is possible that AtBMI1s target and affect these genes by an H2AK121ub-independent mechanism given that H2A monoubiquitination is dispensable for repression of some PRC1 targets in animals, while other BMI-mediated functions are still required [45, 46].

### Levels of H3K27me3 and H2AK121ub are correlated

To ascertain if altered levels of H2AK121ub and H3K27me3 at H2AK121ub/H3K27me3 genes in *atbmi1a/b/c* mutants reflect an interdependence of these marks, we compared the number of H2AK121ub/H3K27me3 genes that displayed decreased levels of H2AK121ub with those with reduced levels of H3K27me3 in *atbmi1a/b/c*. Most of the genes showing decreased levels of H3K27me3 were included in the subset of genes with reduced H2AK121ub (Fig. 5a). To further examine how H3K27me3 levels were correlated to H2AK121ub levels, we partitioned H2AK121ub/H3K27me3 genes to consecutive categories ranked by the percentage of H2AK121ub marks at their associated peaks in mutants compared to WT. Then, we determined the fraction of genes in each category showing differential levels of H3K27me3 in mutants. Genes displaying strongly decreased levels of H2AK121ub were also severely depleted in H3K27me3 (Fig. 5b, c), whereas genes that maintained H2AK121ub levels also kept higher levels of H3K27me3 (Fig. 5b, c). Taken together, these results indicate a requirement of H2A monoubiquitination to establish and maintain appropriate H3K27me3 levels.

**Fig. 5:**
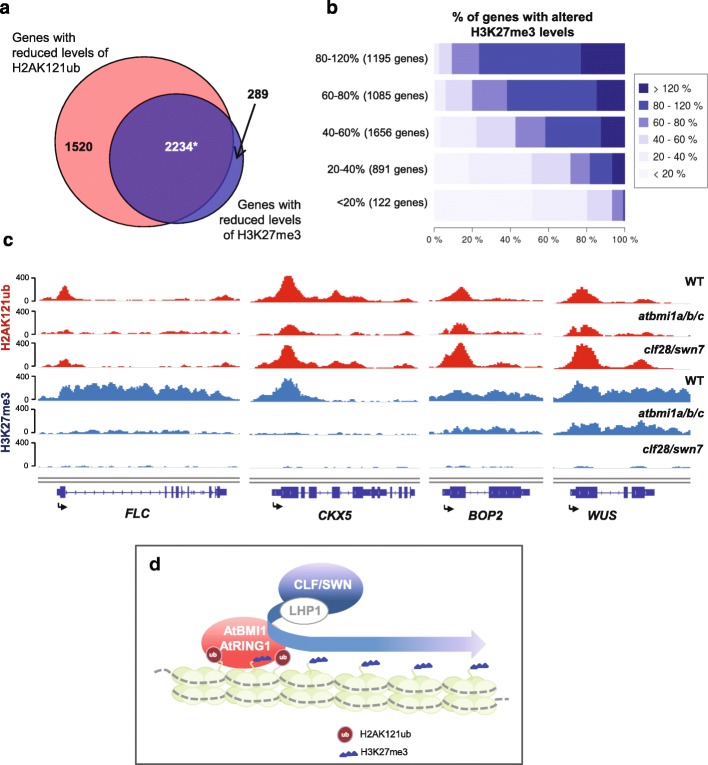
Levels of H3K27me3 and H2AK121ub marks are correlated. **a** Overlap between genes with reduced levels of H2AK121ub and H3K27me3 marks in *atbmi1a/b/c* mutants (<80% of WT levels). *Asterisk* indicates significant overlap with *p* value <2.2 × 10^−16^ and odds ratio of 7.95 according to Fisher’s exact test. **b** Correlation of H2AK121ub and H3K27me3 levels in *atbmi1a/b/c* mutants. H2AK121ub-marked genes were partitioned to consecutive categories ranked by the percentage of H2AK121ub marks at peaks in mutants compared to WT (category on the *y-axis*). The number of genes in each category is indicated. The *x-axis* indicates the percentage of genes displaying different changes in H3K27me3 marks. Categories for change in H3K27me3 levels are indicated by the *shade of blue*. **c** ChIP-seq genome browser views of H2AK121ub and H3K27me3 levels at different genes in WT, *atbmi1a/b/c*, and *clf28/swn7* mutants. Gene structures and names are shown underneath each panel. *Arrows* indicate transcription start sites. **d** Proposed model for a requirement of PRC1 activity to establish H3K27me3 marks at H2AK121ub/H3K27me3 marked genes. Although LHP1 interacts with PRC1, its function is not required for H2AK121 monoubiquitination

## Conclusions

Our findings show that LHP1 is not required for H2AK121ub marking and that PRC2 activity is dispensable to establish H2AK121ub marks at most genes, which argues against the classic hierarchical model for PcG mark deposition as the prevailing sequence of events in *A. thaliana*. Nevertheless, we found that around 20% of H2AK121ub/H3K27me3-marked genes showed to some extent decreased H2AK121ub levels in the absence of PRC2 activity. It could be possible that PRC2 activity is required to maintain appropriate H2AK121ub levels at these genes. Alternatively, loss of H2AK121ub might be a consequence of the transcriptional activation of these genes. Moreover, we found that AtBMI1 activity is required for establishing and maintaining proper H3K27me3 levels at H2AK121ub/H3K27me3 genes (Fig. 5d). According to this, H2A monoubiquitination has been shown to promote H3K27me3 [37]. However, the fact that H2AK121ub coverage is more similar to that of H3K27me3 in H3K27me3/H2AK121ub-marked genes than in only-H2AK121ub genes suggests a positive feedback loop for H2A monoubiquitination. Positive feedback loops for generating PcG-repressed chromatin has been previously proposed in animals [37]. Interestingly, loss of AtBMI1 function seems to have an effect on the levels of H3K27me3 at some only-H3K27me3-marked genes, which is a priori surprising but consistent with studies showing that PRC1 ubiquitin-independent functions are required for the repression of some targets in animals [45, 46]. On the other hand, a recent report revealed that the H2A deubiquitinases UBIQUITIN SPECIFIC PROTEASE (UBP) 12 and UBP13 are needed for H3K27me3 marking and repression of a subset of PcG targets in *A. thaliana* [47]. Similarly, *Drosophila* Calypso deubiquitinase has been proposed to remove or balance H2A monoubiquitination levels for appropriate repression [48, 49]. Therefore, it might be possible that H2AK121ub marks are initially incorporated at only-H3K27me3 genes but then removed.

## Methods

### Plant material and growth conditions

*A. thaliana* Col-0 wild type (WT), *atbmi1a/b/c* [24], *clf28/swn7* [40] and *lhp1* (also named *tfl2-2* [50]) mutants were grown under long-day conditions at 21 °C on MS agar plates containing 1.5% sucrose and 0.8% agar for 7 days.

### ChIP-seq and ChIP-qPCR

ChIP experiments were performed as previously described [51]. Chromatin was extracted from 7-day-old whole seedlings (150 seedlings). Anti-H2Aub (Cell Signaling Technology, 8240S) and anti-H3K27me3 (Diagenode, C15410069) antibodies were used for chromatin immunoprecipitation. For ChIP-seq, two immunoprecipitations from independent biological replicates were processed for next-generation sequencing library preparation. All libraries were prepared by the Ovation® Ultralow Library Systems (NuGEN) following the manufacturer’s instruction using 80% of a typical ChIP as starting material. After amplification for 16 PCR cycles, DNA of a size range between 200 and 500 bp was purified from an agarose gel. Amplification was confirmed by testing an aliquot of the library before and after amplification by qPCR. Sequencing was carried out as single-end 100-nucleotide reads on an Illumina HiSeq by the Max Planck Genome Centre in Cologne. For ChIP-qPCR, amplification was performed using Sensi FAST SYBR & Fluorescein kit (Bioline) and an iQ5 Biorad system. Samples were normalized to input DNA prepared from a reverse cross-linked aliquot of each chromatin preparation. qPCR data are shown as the means of two replicates from a representative experiment. Primers used for ChIP-qPCR are shown in Additional file 1: Table S2.

### Quality control and read mapping

Read quality of each sequenced sample was examined using the software package FASTQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). No quality problem was detected in the sequenced samples. The *A. thaliana* genome sequence TAIR10 in fasta format and its corresponding gene annotation in GTF format were downloaded from the data base Ensembl plants (http://plants.ensembl.org/) release 23 and used as the reference genome. Read mapping to the *A. thaliana* reference genome was carried out using the ultrafast, memory-efficient short read aligner bowtie [52]; the parameters -v 2 --best --strata -m 1 were used to allow at most two mismatches and report only the best alignment when multiple ones were found. High percentages of mapped reads were produced for each sample and no problems were detected during the mapping process (Additional file 1: Table S1). The bowtie output was stored in SAM format. SAM to BAM format conversion, sorting, and indexing were performed with the software package SAMtools [53].

### Peak calling and annotation

The software package MACS2 [54] was used for the identification of read-enriched regions or peaks. The software tool SICER [55] was used to check the robustness of our results for H2AK121ub. Indeed, 93.7% of the peaks detected by MACS2 were also detected by SICER (Additional file 1: Figure S2). A common input library and default parameters were used for all samples. More specifically, an adjusted *p* value according to Benjamini–Hochberg of less than 0.01 and a fold change between 5 and 50 were chosen as the enrichment threshold. Conversion to BED format and manipulation of BED files were carried out using BEDTools [56]. Peak annotation or the identification of genes associated with peaks was performed with PeakAnalyzer [57] according to the Nearest Downstream Gene (NDG) criterion. Specifically, a peak was associated with a gene when it overlapped any of the gene regions or when it was located at most 2 kb upstream of its transcription start site (TSS). A gene was assumed to be marked when at least one peak was found to be associated with it. H2AK121ub- and H3K27me3-marked genes were identified in the WT samples. Each replicate was analyzed separately and the final set of marked genes was determined as those detected in both replicates (Additional file 1: Figure S1).

### Peak visualization

The Integrative Genome Viewer (IGV) [58] was used for peak profile visualization. Read counts were RPKM (reads per kilobase and million mapped reads) normalized using the deepTools [59] utility bamCoverage with a bin size of 10 bp. Scatter plots comparing RPKM normalized peak values for each replicate show high similarity and reproducibility between replicates (Additional file 1: Figures S1, S8, and S12). Metagene plots representing the coverage of H2AK121ub and H3K27me3 marks were generated using the Bioconductor R package ChIPpeakAnno [60] (http://bioconductor.org/packages/release/bioc/html/ChIPpeakAnno.html). The significance of the overlaps between H2AK121ub or H3K27me3 peaks and *A. thaliana* gene regions (obtained from the Bioconductor R package TxDb.Athaliana.BioMart.plantsmart28) was determined using the functions shuffle and enrichPeakOverlap from the R Bioconductor package chipseeker [61]. We generated 500 random shuffles of H2AK121ub or H3K27me3 peaks to estimate the background null distribution of the overlap with the following genomic regions: intergenic, promoter (2 kb upstream of the TSS), 5′ UTR, first exon, gene body, and 3′ UTR. *P* values were corrected for multiple testing using the Benjamini–Hochberg precedure. Percentages of genes showing H2AK121ub and H3K27me3 peaks at annotated genic and intergenic regions in the *A. thaliana* genome were computed using the Bioconductor R package GenomicRanges (http://bioconductor.org/packages/release/bioc/html/GenomicRanges.html). Heatmaps representing the intensity of H2AK121ub and H3K27me3 marks around peak centers were generated using the Bioconductor R package ChIPpeakAnno [61]. RPKM and total library size (reads per million reads sequenced (RPM)) normalizations produced similar qualitative results with a sharper apparent decrease in the case of total library size normalization when comparing *atbmi1a/b/c* to WT (Additional file 1: Figures S13 and S18).

### Transcriptomic analysis by RNA sequencing

In order to analyze the expression levels of marked genes, RNA-seq was performed in two biological replicates for WT and *atbmi1a/b/c* mutant plants at 7 DAG. 

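The paper describes the atbmi1a/b/c triple mutant by its loss of function of the 3 AtBMI1 RING finger proteins, which are subunits of PRC1. The mutant was compared with WT (Col-0) of the same age of 7 DAG. The deposited values are FPKM per gene, made by the authors with TopHat and Cufflinks on TAIR10, in 2 biological replicates per genotype and for the same 27086 genes in all 4 samples. Summed FPKM was 808844 in atbmi1a/b/c replicate 1 and 799040 in replicate 2, against 867541 and 962183 in WT. Genes with an FPKM of 0 numbered 4200 and 4275 in the mutant replicates, and genes above 5 FPKM numbered 14039 and 14063, against 14307 and 14142 in WT. From the steps between the lowest values, WT replicate 1 was sequenced 1.06 times as deeply as atbmi1a/b/c replicate 1, 1.22 times as deeply as atbmi1a/b/c replicate 2 and 1.30 times as deeply as WT replicate 2, so depth did not separate the genotypes. Cuffdiff, which the authors used for differential expression, works on mapped reads that are not in the files. In its place, limma was fitted to log2(FPKM + 1) for the 19697 genes with an FPKM of at least 1 in at least 2 of the 4 samples, with Benjamini-Hochberg adjustment. The pseudocount of 1 understates fold changes of genes with low expression, and a gene below 1 FPKM in WT cannot fall by more than 1 on this scale. With 2 replicates against 2, the smallest p of an exact permutation test of one gene is 0.33, so a call of differential expression rests on the model that limma fits across all genes.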

The Qiagen RNAeasy minikit was used for RNA extraction following the manufacturer’s instructions. RNA concentration and purity were tested using *nanodrop*-photometric quantification (Thermo Scientific). The TruSeq RNA Sample Prep Kit v2 Illumina was used for library preparation following the manufacturer’s recommendations. Sequencing of RNA libraries was carried out with the Illumina HiSeq 2000 sequencer, yielding an average of approximately 15 million 100-nucleotide long paired-end reads for each sample. The high quality of each sample was verified using the software package FASTQC. The number of reads and concurrent pair alignment rate per sequencing sample and scatterplots of pairwise comparison between RNA-seq replicates are shown in Additional file 1: Figure S6. 

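Across all 27086 genes, log2(FPKM + 1) of WT replicates 1 and 2 had a Pearson correlation of 0.993 and a Spearman correlation of 0.990. For atbmi1a/b/c the values were 0.989 and 0.987. Between genotypes, the Pearson correlation ranged from 0.791 to 0.805. These are correlations across genes within pairs of samples, and genes are not independent replicates. Of the 19697 genes with an FPKM of at least 1 in at least 2 samples, 168 or 0.85% differed by more than 1 on the log2 scale between the WT replicates and 536 or 2.72% between the mutant replicates. Between a WT and a mutant sample the number was 7591 to 7936 genes. The median absolute difference on this scale was 0.18 between the WT replicates, 0.14 between the mutant replicates and 0.71 to 0.76 between genotypes.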

Read mapping to the *A. thaliana* TAIR10 reference genome, transcript assembly, and differential expression were performed with the software tools TopHat andCufflinks [62]. Differentially expressed genes (DEGs) were selected according to the false discovery rate (FDR) calculation performed by cuffdiff, a tool from the cufflinks package. *P* values were corrected for multiple testing using the Benjamini–Hochberg procedure. The Bioconductor R package cummeRbund (http://www.bioconductor.org/) was used for result processing and visualization. An FDR of 0.05 was used for DEG selection. Gene expression was measured in FPKM (fragments per kilobase of exon and million mapped reads). A gene was assumed to be expressed when its FPKM was higher than 5. Differentially expressed genes were selected according to false discovery rate calculation and a log-fold change cut-off >|1| in *atbmi1a/b/c* when compared to Col-0 and a *p* value <0.05.

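With both cutoffs applied to the limma fit (adjusted p below 0.05 and a log2 fold change above 1 in size), 3337 genes were upregulated and 4291 downregulated in atbmi1a/b/c among the 19697 genes tested, and 12069 were not differentially expressed. In all 3337 upregulated genes both mutant replicates were above both WT replicates, and in all 4291 downregulated genes both were below. The median standard error of a log2 fold change was 0.15. Labels give both genotypes the replicate numbers 1 and 2, and this pairing was taken from the labels. The difference between replicate 1 and replicate 2 in WT correlated with that in atbmi1a/b/c at r = 0.155 across the 19697 genes, and with the replicate number as a block in the fit the counts were 3363 upregulated and 4312 downregulated genes. Dropping the fold change cutoff changed the counts most, to 6131 and 6437 genes. The 5 upregulated genes with the largest log2 fold change and at least 5 FPKM in the higher genotype were AT1G47540, SESA4, SESA2, OLEO1 and CRU2. AT1G47540, annotated as a scorpion toxin-like knottin protein on chromosome 1 (17455533 to 17456186 in TAIR10.1), rose from 1.4 ± 0.4 to 20954 ± 1429 FPKM (SD, n = 2), a log2 fold change of 13.13 (standard error 0.18, adjusted p = 8.8e-06 from limma with Benjamini-Hochberg adjustment). SESA4 and SESA2 encode seed storage albumins, OLEO1 an oleosin of oil bodies and CRU2 a cruciferin, all proteins stored in seeds, and their log2 fold changes were 12.59, 12.24, 12.15 and 11.99. SESA4 and SESA2 belong to a family of similar genes between which reads can be split. The 5 largest decreases were in LHB1B1, CA1, FBA5, CA2 and CCL. LHB1B1 (AT2G34430), a light-harvesting subunit of photosystem II, fell from 4961 ± 2167 to 5.6 ± 6.4 FPKM (SD, n = 2), a log2 fold change of -9.94 (standard error 0.82, adjusted p = 4.0e-04 from limma with Benjamini-Hochberg adjustment). For CA1 and CA2, both carbonic anhydrases, the log2 fold change was -9.26 and -8.33, for the aldolase FBA5 it was -8.79 and for CCL -8.26. With each replicate left out in turn, the log2 fold change of CCL ranged from -9.97 to -6.54, the widest range of the 10 genes, and that of AT1G47540 from 12.95 to 13.31.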

### Gene Ontology term and transcription factor family enrichment analysis

The R Bioconductor package clusterProfiler [63] was used for Gene Ontology (GO) term enrichment analysis applying the Singular Enrichment Analysis (SEA) algorithm. The list of transcription factor families in *A. thaliana* was downloaded from the plant transcription factor database PlantTFDB 3.0 [64]. Transcription factor family enrichment analysis in the sets of marked genes was performed using Fisher’s exact test (Additional file 1: Figure S7).

### Quantitative comparison of ChIP-seq samples

In order to quantitatively compare ChIP-enriched regions (peaks) detected in WT to those in *atbmi1a/b/c*, *clf28/swn7*, and *lhp1* mutants a variant of the MAnorm [41] approach was taken. MAnorm main assumption states that the true intensities (estimated as read counts) of most commons peaks between the two samples being compared are identical and therefore the detected differences can be used to rescale (using robust linear regression) the intensities of all peaks; however, this does not hold for *atbmi1a/b/c* since the intensities of most common peaks in these mutants are truly affected (Additional file 1: Figure S15) as global levels of H2AK121ub are substantially decreased [24] (Fig. 4). Using all common peaks for rescaling produced a bias that resulted in too few detected peaks with decreased and too many with increased levels in the mutants; for instance, genes like *WUS*, *MAGPIE (MGP) KNUCKLES* (*KNU*), or *WOX12*, which were found to be upregulated in *atbmi1a/b/c* mutants (RNA-seq data), displayed increased levels of H2AK121ub after normalization. 

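WOX12 (AT5G17810), a WUSCHEL related homeobox gene on chromosome 5 (5880424 to 5884770 in TAIR10.1), had 0.64 ± 0.19 FPKM in WT and 81 ± 23 FPKM in atbmi1a/b/c (SD, n = 2). Its log2 fold change was 5.63 (standard error 0.23, adjusted p = 6.2e-05 from limma with Benjamini-Hochberg adjustment). MGP (AT1G03840, chromosome 1, 967470 to 970334), a zinc finger gene, increased from 3.2 ± 0.6 to 12.5 ± 1.5 FPKM (SD, n = 2), with a log2 fold change of 1.69 (standard error 0.17, adjusted p = 7.4e-04 from limma). KNU (AT5G14010, chromosome 5, 4522149 to 4522935) is also a zinc finger gene, with 1 annotated exon. Its FPKM was 0 in both WT replicates, and it reached 1.71 ± 0.18 FPKM in the mutant (SD, n = 2; log2 fold change 1.44, standard error 0.13, adjusted p = 5.6e-04 from limma). WUS (AT2G17950, chromosome 2, 7808871 to 7810811) had the lowest mean of the 4 genes in the mutant. It had 0.074 and 0.048 FPKM in the WT replicates and 0.78 and 1.74 FPKM in the mutant replicates, a mean of 0.061 ± 0.018 against 1.26 ± 0.68 FPKM (SD, n = 2). WUS failed the filter on low values, so its fold change comes from the fit without this filter: 1.06 on the log2 scale (standard error 0.26, adjusted p = 0.061 from limma). All 4 genes were higher in both mutant replicates than in both WT replicates. The pseudocount mattered most for the low genes: with 0.1 in place of 1, the log2 fold change was 2.99 for WUS (adjusted p = 0.028 from limma) and 4.17 for KNU. With each replicate left out in turn, the log2 fold change stayed between 5.34 and 5.92 for WOX12, 1.55 and 1.82 for MGP, 1.37 and 1.50 for KNU and 0.75 and 1.37 for WUS. The paper gives increased H2AK121ub levels at these upregulated genes as an example of a bias from rescaling with all common peaks. It traces the bias to the changed intensities of most common peaks in the mutant.

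**Figure D2:**
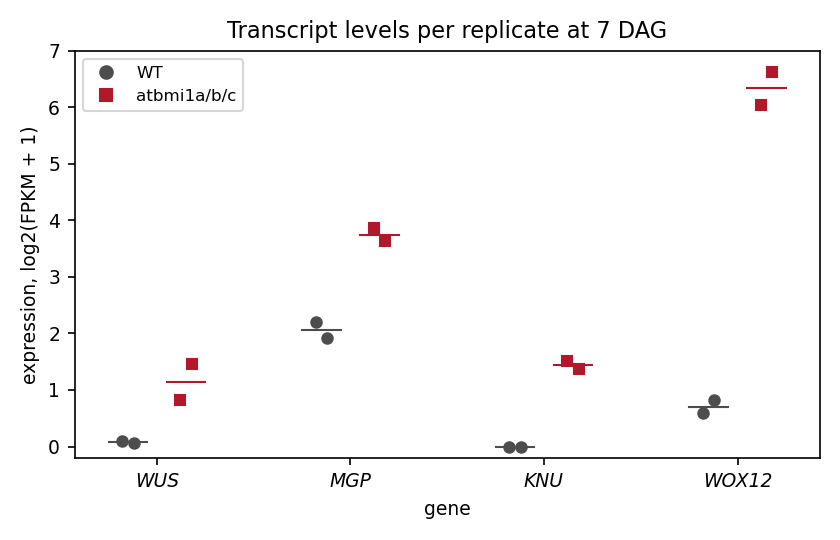
Expression (y axis, log2(FPKM + 1)) of WUS, MGP, KNU and WOX12 (x axis) at 7 DAG, with 1 point per replicate (circles, WT; squares, atbmi1a/b/c) and a line at the mean of the 2 replicates. For each gene both mutant points lie above both WT points, and WUS and KNU stay below 2 FPKM in every sample.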

We therefore required peaks for which a symmetric distribution was likely to estimate a correction for the entire dataset. The set of common peaks serving as a reference to build the rescaling model for normalization were restricted to those common peaks exhibiting a change of ±20% in RPKM data compared to WT since we found that a reduction of 20% in the levels of H2AK121ub already had a significant impact on gene expression in *atbmi1a/b/c* mutants (Additional file 1: Figure S16). 

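Dataset S4 groups genes by the H2AK121ub level left at their peaks in atbmi1a/b/c, in categories below 20%, 20 to 40%, 40 to 60% and 60 to 80% of WT. In the category closest to WT, at 60 to 80%, 157 of 1030 H2AK121ub/H3K27me3 genes with an FPKM were upregulated in the limma fit, or 15.2% (95% Wilson interval 13.2 to 17.6%), against 12.3% of all genes in the files. At 40 to 60% the share was 22.3% (350 of 1566 genes; 20.4 to 24.5%), at 20 to 40% it was 38.9% (328 of 844 genes; 35.6 to 42.2%) and below 20% it was 46.3% (50 of 108 genes; 37.2 to 55.7%). The increase of the share with the loss of the mark had p = 1e-05 in a permutation test across genes, the smallest that 100000 permutations can give. Only-H2AK121ub genes showed the same order, although 2 of their categories are shortened in the text analysed here. At 60 to 80% the upregulated share was 12.0% (229 of 1909 genes; 10.6 to 13.5%), an interval that includes the 12.3% of all genes. All genes in the files include those with reduced H2AK121ub, so 12.3% is not the share among genes without loss of the mark. The upregulated share of only-H2AK121ub genes was 17.9% at 40 to 60%, 32.3% at 20 to 40% and 33.1% below 20% (permutation test across genes, p = 1e-05, again the smallest possible). Downregulated genes did not follow this order. Among H2AK121ub/H3K27me3 genes their share was 13.0% below 20%, 16.4% at 20 to 40%, 22.7% at 40 to 60% and 18.5% at 60 to 80%. The trend had p = 0.11 (permutation test across genes), but genes below 1 FPKM in WT cannot be called downregulated. Above 5 FPKM in WT, the share was 38.2% below 40% and 55.6% at 60 to 80% (permutation test, p = 1e-05). Among all only-H2AK121ub genes it was 18.8% below 20%, 15.8% at 20 to 40% and 24.3% at 60 to 80% (permutation test, p = 1e-05). Between the categories below 40% and the category at 60 to 80%, the upregulated share of H2AK121ub/H3K27me3 genes differed by 24.5 percentage points, a contrast chosen after the files were seen. Of the alternatives, the adjusted p as the only cutoff moved this difference most, to 26.4 points. From the association with expression, the paper takes peaks that changed by less than 20% as the reference for its rescaling model.

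**Figure D3:**
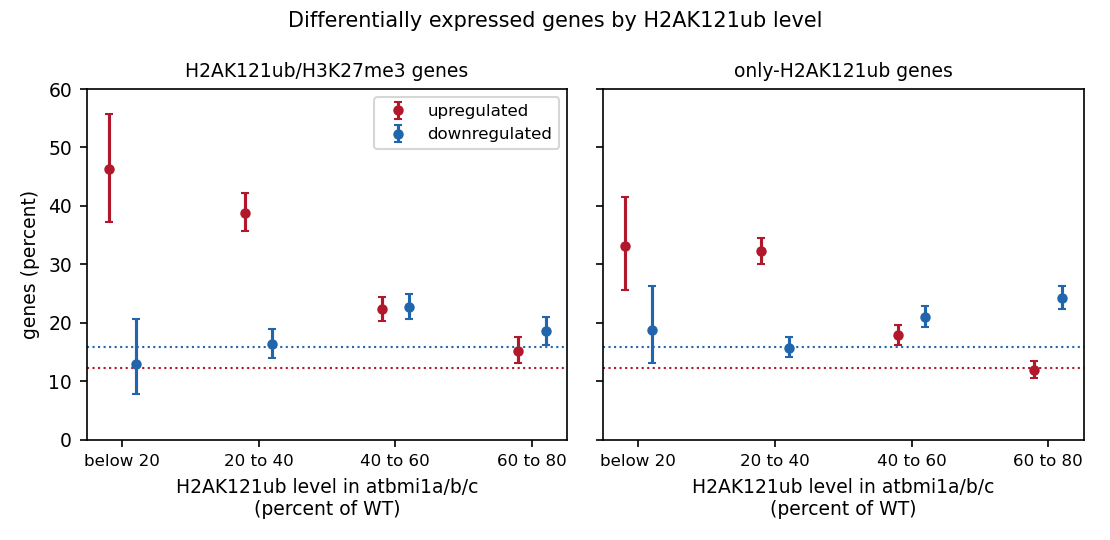
Percent of genes (y axis) upregulated (red) or downregulated (blue) in atbmi1a/b/c, by H2AK121ub level as a percent of WT (x axis), for H2AK121ub/H3K27me3 genes on the left and only-H2AK121ub genes on the right. Bars are 95% Wilson intervals across genes and dotted lines mark all genes in the files (12.3% up, 15.8% down); the upregulated share falls from 46.3% to 15.2% on the left and from 33.1% to 12.0% on the right.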

For the comparison between *atbm1a/b/c* and the WT we therefore constrained the set of peaks used for normalization to those whose associated genes were not differentially expressed. 

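In the limma fit, 6503 of the 10699 identified H2AK121ub-marked genes with an FPKM were not differentially expressed, 2234 were upregulated and 1962 downregulated. Genes that failed the filter on low values are counted here as not differentially expressed. By set, 2651 of 4429 H2AK121ub/H3K27me3 genes and 3852 of 6270 only-H2AK121ub genes were without a call. Because the authors chose the reference peaks by the expression of their genes, the levels in Dataset S4 were not derived independently of the RNA-seq data.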

Moreover, a high rate of non-significant changes were present in the peaks with a variation smaller than 20% whereas peaks with a reduction greater than 20% exhibited a high rate of significant changes (Additional file 1: Figure S16). Applying this modification, we found that *WUS*, *MGP*, *KNU*, and *WOX12* displayed decreased levels (Additional file 5: Dataset S4), which is in line with ChIP-qPCR results (Additional file 1: Figure S16), expression analysis, and previously published results [24]. 

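In Dataset S4 the H2AK121ub level of WOX12 is at 20 to 40% of WT, that of WUS and KNU at 40 to 60% and that of MGP at 60 to 80%. By log2 fold change with a pseudocount of 1, WOX12 came first at 5.63, followed by MGP at 1.69, KNU at 1.44 and WUS at 1.06. With a pseudocount of 0.1, WOX12 was again first at 6.78, followed by KNU at 4.17, WUS at 2.99 and MGP at 1.94. WUS did not pass the cutoff (adjusted p = 0.061 from limma with Benjamini-Hochberg adjustment, without the filter on low values). The log2 fold change of WOX12 exceeded that of the other 3 genes by more than its standard error of 0.23. For MGP and KNU the standard errors were 0.17 and 0.13. MGP, KNU and WUS cannot be ranked, because their order changed with the pseudocount. In the fit with the replicate number as a block, adjusted p was 2.2e-05 for WOX12, 3.8e-04 for MGP, 8.4e-04 for KNU and, without the filter, 0.10 for WUS (limma with Benjamini-Hochberg adjustment). The paper finds the decreased levels of the mark at these genes in accord with its ChIP-qPCR results, its expression analysis and earlier published results.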

Additional file 1: Figures S10, S15 and S19 show the selected common peaks used for building the rescaling model and the fold change (M)/mean intensities (A) of all peaks after normalization.

For the selection of differential peaks in *atbmi1a/b/c*, *clf28/swn7*, and *lhp1* compared to WT, each replicate was analyzed separately. An adjusted *p* value cutoff of 0.05 was used and peaks were classified into different groups. Peaks exhibiting less than 80% of the WT intensity were assumed to have differentially reduced their intensity whereas peaks exhibiting more than 120% of the WT intensity were assumed to have differentially increased their intensity. The final set of differential peaks was taken as the intersection between the differential peaks found in each replicate.

The annotation of differential peaks was performed with PeakAnalyzer using the NDG criterion as described previously. When several peaks were found to be associated with a gene, only the one exhibiting the biggest decrease in the observed mark was taken into account.

### Significance of Venn diagram overlaps

The significance of Venn diagram overlaps was analyzed using Fisher’s exact test. Specifically, the function fisher.test from the R package stats was used.

### Western blot analysis

An aliquot of fixed chromatin after sonication was boiled for 10 min in SDS-PAGE buffer. Proteins were separated on 12% SDS-PAGE gel and transferred to a PVDF membrane (Immobilon-P Transfer membrane, Millipore) by semi-dry blotting in 25 mM Tris–HCl, 192 mM glycine, and 10% methanol. The following antibodies were used: anti-H3K27me3 polyclonal antibody (Diagenode, C15410069), anti-H2AUb (Cell-Signalling Technology, 8240S), and anti-H3 (Agrisera, AS10 710). Horseradish peroxidase-conjugated goat anti-rabbit antibody (Sigma-Aldrich, A0545) was used as secondary antibody at 1/10,000 dilution. Chemiluminescence detection was performed with ECL Prime Western Blotting Detection Reagent (GE Healthcare Life Sciences) following the manufacturer’s instructions.

## Additional files

Additional file 1: Supplementary Tables and Figures. **Table S1**. Total and mapped reads produced for each ChIP-seq sample. **Table S2**. Primers used for ChIP qPCR. **Figure S1**. Comparison of H2AK121ub and H3K27me3 ChIP-seq replicates in WT Arabidopsis seedlings at 7 DAG. **Figure S2**. Identification of H2AK121ub peaks. **Figure S3**. Genome wide localization of H2AK121ub and H3K27me3 marks in Arabidopsis WT seedlings at 7 DAG. **Figure S4**. ChIP-qPCR validations of H2AK121ub levels in WT at 7 DAG. **Figure S5**. Genomic distribution of H2AK121ub marks at different categories of marked genes. **Figure S6**. RNA-seq analysis of WT and atbmi1a/b/c at 7 DAG. **Figure S7**. Different families of Transcription Factors (TFs) are enriched in H2AK121ub/H3K27me3 and only-H3K27me3 marked genes. **Figure S8**. Comparison of clf28/swn7 and lhp1 H2AK121ub ChIP-seq replicates at 7 DAG . **Figure S9**. The global levels of H2AK121ub marks are increased in clf28/swn7 mutants. **Figure S10**. H2AK121ub levels at H2AK121ub peaks in clf28/swn7 and lhp1 mutants compared to WT after normalization with a modified MAnorm protocol. **Figure S11**. ChIP-qPCR validations of H2AK121ub levels in clf28/swn7 at 7 DAG. **Figure S12**. Comparison of atbmi1a/b/c ChIP-seq replicates at 7 DAG . **Figure S13**. The global levels of H2AK121ub marks are reduced in atbmi1a/b/c mutants. **Figure S14**. H2AK121ub levels at selected genes in WT and atbmi1a/b/c. **Figure S15**. H2AK121ub levels at H2AK121ub peaks in atbmi1a/b/c mutant compared to WT after normalization with a modified MAnorm protocol. **Figure S16**. 

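Genes with an H2AK121ub level below 80% of WT in Dataset S4 were compared with the genes upregulated in the limma fit. Among H2AK121ub/H3K27me3 genes with reduced levels, 885 of 3548 were upregulated, or 24.9%, against 2452 of the 23538 other genes in the files, or 10.4% (odds ratio 2.86, p = 1.7e-111 from Fisher's exact test across genes). Among only-H2AK121ub genes with reduced levels, 1143 of 5575 were upregulated, or 20.5%, against 10.2% of the 21511 other genes (odds ratio 2.27, p = 7.6e-87 from Fisher's exact test across genes). In each comparison the other genes include the reduced genes of the other set, so these odds ratios do not contrast reduced with unreduced genes. A comparison within marked genes was possible for the H2AK121ub/H3K27me3 genes lowest in WT, which Dataset S1 gives apart from 7 genes. Of these, 353 of 1350 with reduced H2AK121ub were upregulated, or 26.1%, and 60 of 647 without a listed reduction, or 9.3% (odds ratio 3.46, p = 5.5e-20 from Fisher's exact test across genes). Downregulated genes were also more frequent among genes with reduced levels. The odds ratio was 1.36 for H2AK121ub/H3K27me3 (p = 4.3e-11) and 1.51 for only-H2AK121ub genes (p = 8.5e-26, both from Fisher's exact test). Genes below 1 FPKM in WT cannot be called downregulated, and this direction was not compared past the filter. A difference in WT expression between the groups could therefore contribute to these odds ratios of downregulation. When only other genes past the filter on low values served as the comparison, the odds ratio of upregulation was 2.02 for H2AK121ub/H3K27me3 and 1.49 for only-H2AK121ub genes. With the adjusted p as the only cutoff, the odds ratio for H2AK121ub/H3K27me3 genes was lowest, at 1.51.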

Genes displaying reduced levels of H2AK121ub marks were significantly enriched in genes that are transcriptionally upregulated in atbmi1a/b/c mutants. **Figure S17**. Loss of AtBMI1 function impacts H2AK121ub levels. **Figure S18**. ChIP-seq density heatmaps of H3K27me3 marks in WT and atbmi1a/b/c mutants at genomic regions surrounding the TSS of target genes. **Figure S19**. H3K27me3 levels at H3K27me3 peaks in atbmi1a/b/c mutant compared to WT after normalization with a modified MAnorm protocol. **Figure S20**. Loss of AtBMI1 function impacts H3K27me3 levels. (PDF 1398 kb)

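Dataset S1 gives, for each gene with an H2AK121ub or H3K27me3 peak in WT, its locus and its expression in WT as FPKM, in 3 lists by the marks it carries. Lists are sorted from the lowest to the highest FPKM. An FPKM here is the mean of the 2 WT replicates: over all genes with a value, among them 1431 only-H3K27me3 genes, the largest difference from the mean of the files was 0.0005 FPKM. For 433 only-H3K27me3 genes the list has no value, and 130 of these have an FPKM in the files. The first 2 lists are longer than the part analysed here.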

Additional file 2: Supplementary Dataset S1: Expression levels of Genes marked only-H2AK121ub, H2AK121ub/H3K27me3 and only-H3K27me3 marks. (XLSX 747 kb)

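Dataset S2 sorts genes by the level of H2AK121ub at their peaks in clf28/swn7 double mutants, which lack the PRC2 methyltransferases CLF and SWN, as a percent of the WT level after rescaling. It lists 1 gene below 20%, 24 genes at 20 to 40%, 166 at 40 to 60%, 686 at 60 to 80% and 1007 above 120%, and genes between 80 and 120% are not listed. No RNA-seq of this mutant is in the files analysed here.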

Additional file 3: Supplementary Dataset S2: Genes exhibiting changes of H2AK121ub in clf28/swn7. (XLSX 99 kb)

Additional file 4: Supplementary Dataset S3: Genes exhibiting changes in H2AK121ub in lhp1. (XLSX 50 kb)

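Dataset S4 lists genes whose H2AK121ub peaks in atbmi1a/b/c differ from WT in both ChIP-seq replicates, after rescaling with peaks of genes that were not differentially expressed. For a gene with several peaks, the peak with the largest decrease counts. The H2AK121ub/H3K27me3 lists hold 122 genes below 20% of WT, 891 at 20 to 40%, 1656 at 40 to 60%, 1085 at 60 to 80% and 30 above 120%. An FPKM was found in the files for 108, 844, 1566, 1030 and 26 of them. The only-H2AK121ub lists hold 159 genes below 20%, 1754 at 20 to 40% and 18 above 120%, and the lists at 40 to 60% and 60 to 80% stop after 1996 genes each in the text analysed here.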

Additional file 5: Supplementary Dataset S4: Genes exhibiting changes in H2AK121ub in atbmi1a/b/c. (XLSX 415 kb)

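Dataset S5 is built in the same way for H3K27me3 peaks in atbmi1a/b/c. Among H2AK121ub/H3K27me3 genes it lists 292 below 20% of the WT level, 731 at 20 to 40%, 769 at 40 to 60%, 731 at 60 to 80% and 707 above 120%. Among only-H3K27me3 genes it lists 31, 95, 122 and 242 genes in the same 4 categories of reduction and 548 genes above 120%.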

Additional file 6: Supplementary Dataset S5: Genes exhibiting changes in H3K27me3 in atbmi1a/b/c. (XLSX 180 kb)

How the deposited data were processed for this re-analysis (not part of the article)

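RNA-seq was performed on WT (Col-0) and atbmi1a/b/c plants at 7 DAG, with 2 biological replicates of each. Genotype and replicate number of each of the 4 samples were taken from the sample labels and checked against the methods of the paper. ChIP-seq data of the paper were not analysed here, and the sets of marked genes and the levels of the marks were taken from Datasets S1, S2, S4 and S5 as the paper gives them.

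The authors mapped the reads to TAIR10 with TopHat, assembled transcripts with Cufflinks and deposited 1 FPKM value per gene and sample. These FPKM values are normalized for exon length and for mapped fragments by the authors, and they are not counts. Versions of these programs are given neither in the paper nor in the sample labels. Values below the smallest step of a sample cannot be told from 0. The number of reads per sample is not in the files, but steps between low FPKM values gave the relative depth: WT replicate 1 was the deepest, by 1.30 times over WT replicate 2, 1.06 times over atbmi1a/b/c replicate 1 and 1.22 times over atbmi1a/b/c replicate 2.

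All 4 files held the same 27086 genes and were joined by locus without further normalization. Gene names, positions and products came from the TAIR10.1 annotation of RefSeq, and coordinates are given in that build. The main fit used limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3 on log2(FPKM + 1) for 19697 genes with an FPKM of at least 1 in at least 2 samples. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change above 1 in size, the cutoffs of the paper, in place of cuffdiff, which needs the reads. The fit had no block, and the fit with the replicate number as a block is given beside it. Tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

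A gene was taken as expressed above a mean of 5 FPKM over the WT replicates. Sets shortened in the supplementary text were completed from the other datasets, and bounds were computed for genes that could not be identified. Gene sets were compared by Fisher's exact test across genes, counting genes that failed the filter as not differentially expressed. The trend of the upregulated share over the 4 categories of H2AK121ub level was tested by 100000 permutations of the calls among genes. Genes in such tests are not independent replicates.

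Genes named in the text follow a rule set before the files arrived: all genes the paper names whose locus is given in its supplementary datasets or in the annotation, the floral organ identity genes in the supplementary datasets, and the 5 largest increases and 5 largest decreases past both cutoffs, with both mutant replicates beyond both WT replicates and at least 5 FPKM in the higher genotype. Named genes that failed the filter were taken from a fit without it. Contrasts between H2AK121ub categories below 40% and at 60 to 80%, the product name families and the lists of seed maturation and photosynthesis genes were chosen after the files were seen.

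The limma script was tested on simulated data with 200 genes changed among 19697, all of them above 5 FPKM. Of these 200 genes 99.5% were recovered, and 1 unchanged gene was called. The simulated changes lay well past the fold change cutoff, and far fewer genes changed than in the data. Recovery of changes near the cutoff or at low FPKM was therefore not tested. The trend test was tested on 200 simulated data sets without a gradient, of which 5% had p below 0.05, and on 200 with a gradient, all of which had. Alternatives were the pseudocount, the filter on low values, quantile normalization, eBayes without trend, the replicate block, each replicate left out in turn, the cutoffs, the comparison genes and the FPKM threshold. In the fits with a replicate left out, the filter of the full data was kept. This was set after a first run had applied the filter again to the 3 remaining samples, which removed genes seen in 1 genotype only and so changed 2 choices at once; both versions are given. Tests for counts were not run, since the files hold FPKM.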

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

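Seed maturation genes in atbmi1a/b/c were flagged as a signal in genes that the paper does not discuss. The 65 genes whose product is a cruciferin, an oleosin, a seed storage albumin or a late embryogenesis abundant protein took 8.68% ± 0.06 of the summed FPKM in the mutant and 0.259% ± 0.006 in WT (SD, n = 2). Of these genes 44 were upregulated and 5 downregulated (odds ratio of upregulation 15.1, p = 3.2e-25 from Fisher's exact test across genes), and 33 are H2AK121ub/H3K27me3 genes. In the opposite direction, 56 photosynthesis genes above 5 FPKM in WT fell from 14.2% ± 1.6 to 0.72% ± 0.06 of the summed FPKM, with 53 of them downregulated. The list of products was written after the largest changes had been seen, and so were the predictions of the tests that follow. Sample labels give no batches, so a difference between batches was not tested.

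A few very abundant transcripts could shift all other FPKM values. The median log2 ratio of mutant to WT over 16543 genes with at least 1 FPKM in all 4 samples was 0.037, so the values were not shifted in common, although many single genes changed. Seeds or embryos mixed into mutant samples that otherwise resembled WT could raise seed transcripts. The median mutant level of the photosynthesis genes was 4.18% of WT, so such a mixture would have to be almost entirely other tissue. Depth did not separate the genotypes. Splitting of reads within these gene families would move values between members. The summed FPKM of the 65 seed maturation genes was 2211 and 2529 in WT and 69846 and 69658 in the mutant. For the 56 photosynthesis genes it was 113034 and 147567 in WT and 5505 and 6133 in the mutant. These sums argue against splitting as the source of the pattern in either list, but not for single genes. A difference in the stage or tissue composition of the plants was not tested. A candidate explanation is that the mutant genotype keeps an embryonic program active at 7 DAG, but the same pattern would be seen if the mutant plants were arrested at an earlier stage, and these cannot be told apart with the 2 replicates per genotype at 1 age.

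Some only-H3K27me3 genes were flagged because Dataset S1 has no FPKM for them while the files do. Of 433 such genes, 130 have an FPKM in the files, and 37 of these are above 5 FPKM in WT, or 28.5%, against 10.2% of the 1431 genes with a value. The highest are light-harvesting and photosystem genes (LHCA4, CAB3, LHCB5, PSBO1 and PSAF), up to a mean of 6055 FPKM. With all 1561 genes the share below 5 FPKM is 88.3%, and with the genes that have a value in Dataset S1 it is 89.8%, a subset chosen after seeing the data.

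Missing values may have arisen where the transcript assembly merged overlapping loci. Of the genes without a value that are annotated, 23 of 128 overlap another annotated gene, or 18.0%, against 125 of 1380 with a value, or 9.1% (odds ratio 2.20, p = 0.0028 from Fisher's exact test across genes). Overlap is thus a possible explanation for some of them, as predicted before the test, although most of the genes without a value overlap no other gene. High expression alone does not account for the gap, since 79 of the 130 genes are below 1 FPKM in WT; this second prediction was made after the values had been seen. No biological explanation was tested.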

How the results depend on the processing

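Alternatives were set before the processed files arrived, except those said to be added later. Of 528 alternative values, 79 of headline results and 417 of single genes kept their label. With reduced and other genes both limited to those past the filter, a setting added after seeing the data, the odds ratios were 3.74 and 1.79, but a gene low in WT passes the filter only if it rises in the mutant, so this setting depends on the outcome. Odds ratios of upregulation kept their direction and their side of the threshold under every alternative, as did the difference in upregulated share between H2AK121ub categories, whose alternatives were added after seeing the data. Counts of differentially expressed genes stayed within 1.5 times the main count under every alternative but the adjusted p as the only cutoff, which gave 6131 upregulated genes in place of 3337 and 6437 downregulated genes in place of 4291. That setting adds genes with small but replicated changes. With the replicate number as a block, 3363 genes were up and 4312 down, and across the 4 fits that each left out a replicate, the counts ranged from 3090 to 3322 and from 4045 to 4241. These fits keep the filter of the full data, which was decided after a first run had applied the filter again to the remaining samples and given wider ranges, 2416 to 3360 upregulated and 3129 to 4333 downregulated genes.

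Shares of expressed genes depend on the threshold. At 1 FPKM, 76.7% of only-H2AK121ub genes were above, 54.4% of H2AK121ub/H3K27me3 genes below and 80.5% of only-H3K27me3 genes below it. At 10 FPKM the values were 42.0%, 82.9% and 91.4%. Counting genes without a value as 0 FPKM gave 53.2%, 76.0% and 90.2%. Added after seeing the data, genes listed in Dataset S4 alone gave 62.8% above 5 FPKM for only-H2AK121ub and 71.1% below for H2AK121ub/H3K27me3, since Dataset S1 as analysed here adds the lowest genes, and only-H3K27me3 genes with a value in Dataset S1 gave 89.8%. Without 1 WT replicate, the share was 55.66% to 55.73% for only-H2AK121ub and 87.7% to 88.3% for only-H3K27me3 genes. The former shifts exceed the spread between replicates of 0.05 percentage points, and of the latter only the share from replicate 1 alone exceeds its spread of 0.41 points, since replicate 2 alone gave the main value.

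Among single genes, log2 fold changes near 0 changed sign when a replicate was left out: CLF ranged from -0.42 to 0.134, with 0.0048 without atbmi1a/b/c replicate 2, and MEA, in the fit without the filter, from -0.00906 to 0.0073, with 0.0036 without atbmi1a/b/c replicate 1. Of the other values for single genes, 8 became calls (of WUS, BOP2, BMI1A, WAKL4 and AG) and 3 ceased to be calls, all of SEP1, without either WT replicate or without atbmi1a/b/c replicate 1. WUS passed both cutoffs with a pseudocount of 0.1 (log2 fold change 2.99), which gives more weight to values near 0, and without atbmi1a/b/c replicate 1 (1.37). Genes that fail the filter, WUS, WAKL4 and AG among them, were varied in the fit without it, a combination added after seeing the data. Named genes that fail the stricter filter have no value under it. Tests for counts, listed in case the files held counts, were not run because they hold FPKM.

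Depth limits the lowest genes. WUS, AP1, AP3 and AG lie at or below 0.25 FPKM in WT, where values move in steps of whole fragments, so their fold changes are imprecise. With 2 replicates per genotype no gene can reach p below 0.33 in an exact permutation test.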

Differences from the paper's values

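No value that the paper states for a measure computed here differed by more than the replicate spread and by more than 1.5 times. The paper names WUS among the genes upregulated in atbmi1a/b/c. In the files WUS was higher in both mutant replicates, but its log2 fold change of 1.06 had an adjusted p of 0.061 in the limma fit without the filter on low values, and it failed the filter of the main fit. Of the other settings tried without the filter, a combination chosen after seeing the data, a pseudocount of 0.1 (log2 fold change 2.99, adjusted p = 0.028 from limma) and leaving out atbmi1a/b/c replicate 1 (log2 fold change 1.37, adjusted p = 0.011 from limma) brought it past both cutoffs, and the others did not.

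The paper describes the repressed H2AK121ub/H3K27me3 genes as enriched in transcription factors. Products named as a transcription factor in the TAIR10.1 annotation, which is not the family list that the paper used, had an odds ratio of 1.23 in this set (adjusted p = 0.31 from Fisher's exact test). Only 330 genes in the files have such a product name, and factors annotated under other names are not counted. The value therefore does not test the result of the paper. For MADS box products, the paper reports overrepresentation among the repressed only-H3K27me3 genes. Here they had an odds ratio of 4.33 in that set, 2.58 among H2AK121ub/H3K27me3 and 1.81 among only-H2AK121ub genes. Each set of genes below 5 FPKM was compared with all other genes in the files, expressed genes included. No comparison with other genes below 5 FPKM was made, so low expression itself could contribute.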

Other observations

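The share of upregulated genes falls from the lowest to the highest H2AK121ub level, and 2 technical explanations were tested, with predictions written before the tests but after the shares over all genes had been seen. Genes that lost most H2AK121ub could simply be those with low WT expression, from which an increase is easier to see. Among H2AK121ub/H3K27me3 genes above 5 FPKM in WT, the upregulated share was still 15.8 percentage points higher below 40% than at 60 to 80% of WT H2AK121ub (24.2% of 293 genes against 8.5% of 248 genes; permutation test across genes, p = 1e-05, the smallest possible). Gene length was tested by tertiles, and the smallest difference in any tertile was 19.8 points (permutation test across genes, p = 1e-05). Neither accounts for the gradient, which among H2AK121ub/H3K27me3 genes was detected only in those that also lost H3K27me3. Only-H2AK121ub genes, without an H3K27me3 peak in WT, showed a gradient as well, with 32.4% upregulated below 40% and 12.0% at 60 to 80%. Another explanation remains open: the authors rescaled the ChIP-seq peaks with peaks of genes that were not differentially expressed, and the peak values that would be needed to test this are not in the files.

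In the genes above 5 FPKM in WT the downregulated share moved the other way. It was 38.2% below 40% and 55.6% at 60 to 80% of WT H2AK121ub among H2AK121ub/H3K27me3 genes, and 21.2% and 35.1% among only-H2AK121ub genes (permutation tests across genes, p = 1e-05 in both). No explanation was tested.

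Among H2AK121ub/H3K27me3 genes with reduced H2AK121ub, those with reduced H3K27me3 in Dataset S5 were upregulated more often: 766 of 2109, or 36.3%, against 119 of 1439, or 8.3% (odds ratio 6.33, adjusted p = 5.5e-88 from Fisher's exact test across genes with Benjamini-Hochberg adjustment over 7 tests). The prediction was that loss of H3K27me3 adds to loss of H2AK121ub. Within the categories of H2AK121ub level the odds ratio was 7.32 at 20 to 40%, 5.51 at 40 to 60% and 4.21 at 60 to 80% (largest adjusted p = 1.2e-15 from the same exact test). Below 20%, all 108 genes with an FPKM also had reduced H3K27me3, so the prediction, which was for every category, cannot be tested there. Where H3K27me3 was not listed as reduced, the upregulated share hardly changed with the H2AK121ub level: it was 10.1% at 20 to 40%, 8.0% at 40 to 60% and 8.1% at 60 to 80% (permutation test across genes, p = 0.61). Where H3K27me3 was reduced, it was 45.0%, 32.5% and 27.1% (permutation test across genes, p = 1e-05, the smallest possible). In this set a gradient over H2AK121ub levels was thus detected only in genes that also lost H3K27me3. A gradient does not require this loss in general, since only-H2AK121ub genes, without an H3K27me3 peak in WT, also showed one. Their upregulated share was 32.4% below 40% and 12.0% at 60 to 80% (permutation test across genes, p = 1e-05, the smallest possible). The comparison by H3K27me3 was made after the other results had been seen. Genes without loss of H3K27me3 are few at 20 to 40% (15 of 149 upregulated), no interaction was tested, and the degree of H3K27me3 loss was not held constant. Low WT expression as the reason was tested among genes above 5 FPKM in WT, where the odds ratio was 6.25 (25.0% of 536 against 5.1% of 494 genes). The direction of cause is open, since transcription may itself remove H3K27me3, and the shared rescaling of both marks was not tested.

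By H3K27me3 level, the upregulated share of H2AK121ub/H3K27me3 genes was 69.3% below 20% of WT (190 of 274 genes), 46.9% at 20 to 40%, 28.3% at 40 to 60%, 16.9% at 60 to 80% and 4.3% above 120%. The downregulated share was 3.3% below 20% and 38.2% above 120% (250 of 654 genes). Among only-H3K27me3 genes above 120%, 9.5% were downregulated (45 of 472 genes), against 8.5% of all only-H3K27me3 genes (132 of 1561). Genes below 1 FPKM in WT cannot be called downregulated, and these shares were not split by WT expression. A difference in WT expression could therefore contribute to the contrasts in the downregulated share. No explanation was tested.

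Genes with reduced H2AK121ub in clf28/swn7 (Dataset S2) were examined in the atbmi1a/b/c expression data. Of 796 such genes in the H2AK121ub/H3K27me3 set with an FPKM, 247 or 31.0% were upregulated in atbmi1a/b/c, against 737 of 3633 other genes of the set, or 20.3% (odds ratio 1.77, p = 1.7e-10 from Fisher's exact test across genes). The result fits the prediction, made before the test, that these genes would be upregulated more often. The same genes were also downregulated more often (odds ratio 1.36, p = 0.0018 from Fisher's exact test), and their median WT expression was 2.67 FPKM against 0.39 FPKM for the others. Moreover, 764 of the 796 genes also have reduced H2AK121ub in atbmi1a/b/c, so WT expression and this overlap could contribute to both odds ratios. Within the genes reduced in atbmi1a/b/c, a comparison added after the other results had been seen, the odds ratio of upregulation was 1.58 (32.1% of 764 against 23.0% of 2784 genes, p = 5.3e-07 from Fisher's exact test) and that of downregulation 1.22 (p = 0.051 from Fisher's exact test). Split by WT expression, the odds ratio of upregulation was 1.81 below 1 FPKM, 1.97 between 1 and 5 FPKM and 1.60 above 5 FPKM (largest p = 0.011 from Fisher's exact test, not adjusted). That of downregulation was 0.69 between 1 and 5 FPKM and 0.76 above 5 FPKM (smallest p = 0.056 from Fisher's exact test, not adjusted). Genes below 1 FPKM in WT cannot be called downregulated. More frequent downregulation was thus not seen within these levels of WT expression. The degree of loss of either mark was not held constant.

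Genes of PcG proteins changed to different degrees in atbmi1a/b/c. RING1A had 4.5 ± 0.3 FPKM in WT and 22.4 ± 0.8 in the mutant (SD, n = 2; log2 fold change 2.10, adjusted p = 1.5e-04 from limma). RING1B had 3.7 ± 0.2 and 28.8 ± 1.0 FPKM (SD, n = 2; log2 fold change 2.66, adjusted p = 7.8e-05 from limma). BMI1A increased from 4.8 ± 0.7 to 9.7 ± 0.5 FPKM (SD, n = 2), with a log2 fold change of 0.90 that did not pass the fold change cutoff. Its H2AK121ub level is in the category below 20% of WT. Transcripts of this mutated gene were thus not lost in atbmi1a/b/c, and an FPKM per gene does not show whether they are complete. Values of BMI1B and BMI1C are not reported here. SWN, MSI1 and FIE rose by less than 1 on the log2 scale (0.67, 0.69 and 0.54), and CLF, EMF2, VRN2 and LHP1 had an adjusted p above 0.05 (0.62, 0.25, 0.083 and 0.15 from limma).

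Other genes that fall under the rule for named genes moved in both directions. ABI3 reached a log2 fold change of 6.44, PLT5 of 5.39, FLC of 3.58, SEP2 of 3.00, CKX5 of 2.23, ABCG35 of 1.38 and SEP1 of 1.18, all past both cutoffs. SEP3 and SEP4 fell by 3.49 and 1.74 on the log2 scale. SOC1 fell from 16.5 ± 2.5 to 0.067 ± 0.007 FPKM (SD, n = 2; log2 fold change -4.03) although Dataset S4 lists its H2AK121ub at 20 to 40% of WT. BOP2, at 60 to 80%, had a log2 fold change of -0.97, just short of the cutoff. HHP3, at 20 to 40%, had a log2 fold change of -0.18. Its adjusted p was 0.21 in the main limma fit and 0.042 in the limma fit without the filter. UBP12 and UBP13 had log2 fold changes of 0.28 and 0.68 (adjusted p = 0.18 and 0.012 from limma), short of the cutoff. FIS2 had -0.0073 in the limma fit without the filter (adjusted p = 0.39).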
